A study of Mus musculus with 24 samples. Its data were reported in "Dynamic changes in RNA–protein interactions and RNA secondary structure in mammalian erythropoiesis" (2021).

How the data were processed

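Protein interaction profile sequencing (PIP-seq) was applied to MEL cells, a murine erythroleukemia line that enters erythroid differentiation when grown with DMSO. The 24 libraries covered 3 time points (day 0, day 2 and day 4), with 8 libraries each. They fell into 12 groups of 2 replicates, defined by the day, the RNase (a nuclease specific to single-stranded or to double-stranded RNA, here ssRNase and dsRNase) and whether proteins were present during digestion. Groups were taken from the sample titles.

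The authors trimmed and collapsed the reads, aligned them to the mm10 mouse genome with TopHat, collapsed PCR duplicates, and called protein-protected sites (PPSs) with a modified CSAR package, which applies a Poisson test to the read coverage of digested-then-deproteinised samples against deproteinised-then-digested samples. Calls of all libraries of a day were merged by the authors into 1 list per time point. Each deposited PPS carries a score, which is the authors' enrichment value and was used to rank and filter PPSs within a list. Some tests of explanations also applied a score limit of 10 to all lists, which assumes that scores are comparable between days, call sets and strands. The lowest deposited score was 5.4 in all 3 lists, and PPSs merged from 2 calls started at 10.8, so that a merged PPS appeared to carry the sum of its calls' scores. How libraries were scaled before calling was not stated. Read depth per library is unknown from these lists, and no interval below covers it.

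A name field lists the RNase and the replicate of every call merged into a PPS. These names were matched to the sample titles, which gave 4 call sets per day (2 RNases by 2 replicates) and 12 call sets in all. Values per replicate were obtained from the PPSs that held at least 1 call of that replicate. The replicate sets share merged coordinates and many PPSs, so their spread understates that between replicates. The labels link no replicate of a day to a replicate of another day, so changes are given as their range over the 4 pairs of a later and a day 0 replicate. The coordinates of single calls inside a merged PPS and the structure profiles were not analysed here.

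PPSs of 20 to 40 nt, inclusive, were left out of the comparisons between days, following the study's treatment of ribosome-sized sites. List sizes, median lengths, the share of PPSs from a single call, calls per RNase, plus-strand shares and results on that length class itself used all lengths. All PPS ends fell inside the chromosome lengths of the GRCm38 assembly, which is the build mm10 names, and genes were taken from GENCODE release M21 on 21 chromosomes. PPSs of the 3 days were joined into union regions when they overlapped by 1 nt or more on the same strand. Classes were counted greedily, so a PPS that touched a CDS and an intron of another transcript was counted in both. Shuffled PPSs were placed at random within annotated genes on the same chromosome and strand with their size kept, 20 times. Exonic coverage was the percentage of the union exonic nucleotides of a protein-coding gene that lay in a PPS. Windows around codons used 1 transcript per protein-coding gene, the one with the longest CDS. Gene lists were compared with 10000 random lists of the same size, matched on deciles of mean coverage and of exonic length. Sequence words were searched in PPSs that lay wholly within 3′ UTRs and in flanks of equal size that touched no PPS of any day.

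Shares are given with Wilson 95% intervals and differences between shares with Newcombe 95% intervals. Differences in windows are given with 95% bootstrap intervals over genes (1000 resamples). These intervals cover counting error or variation over genes only; PPSs and genes are not replicates, so no p-value was computed.

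Named genes followed a rule fixed with the design. They are the 3 members of each list with the largest absolute change of exonic coverage from day 0 to day 4, and the 3 largest rises and 3 largest falls among protein-coding genes with at least 500 exonic nt and at least 3 PPSs at some time point, without predicted-gene and RIKEN symbols and without genes that share exonic positions with another gene. The highest-scoring PPS of each list was named as well. A gene that met this rule is not reported here. The tests, the lists, the rule and most alternatives were set before the data were examined. Alternatives that used replicate or RNase support (both replicates, ssRNase calls only, dsRNase calls only, and each replicate left out in turn) were chosen after seeing the data, because only the name field revealed them.

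The functions were tested on simulated data before use. Of 200 genes given an added PPS among 21938, 200 were recovered, and 200 of 200 planted words were found in 1000 sequences. A list with a planted overlap of 29.9% gave 30.3% for 138689 PPSs, and lists placed at random gave an overlap ratio of 1.02. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9 and samtools 1.23.1 were used.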

Results

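To follow sites of RNA–protein interaction during erythroid differentiation, PPSs of MEL cells at day 0, day 2 and day 4 of DMSO treatment were compared. The deposited lists held 138689 PPSs at day 0, 169575 at day 2 and 152513 at day 4. Each list is pooled over its 8 libraries, and the read depth of a library is unknown from it. Their median lengths were 58, 50 and 56 nt. PPSs formed from a single call made up 69.5%, 73.4% and 65.6% of the lists. The balance of the 2 nucleases differed between days. At day 0, ssRNase gave 60952 ± 4194 calls and dsRNase 37927 ± 4721 calls (SD, n = 2). At day 4 the numbers were 54686 ± 646 and 60403 ± 11638 (SD, n = 2), and at day 2 they were 83296 ± 11024 and 31125 ± 14422 (SD, n = 2).

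The share of ribosome-sized PPSs was examined first. PPSs of 20 to 40 nt made up 17.1% of the list at day 0 (Wilson 95% interval 17.0 to 17.3), 29.5% at day 2 (29.3 to 29.8) and 19.98% at day 4 (19.8 to 20.2). The excess at day 2 over day 0 was 12.4 percentage points, but it was uneven between replicates. Over the 4 pairs of a day 2 and a day 0 replicate it ran from 5.74 to 16.3 points. Without replicate 1 of day 2 it was 3.23 points, and without replicate 2 it was 12.8 points. The smaller excess at day 4, 2.83 points, ran from 1.37 to 2.56 points over the 4 pairs of replicates. It was -1.34 points when the same number of top-scoring PPSs was taken from each list. Merged PPSs appeared to carry summed scores, so that selection favours them. Single-call PPSs were also fewer at day 4 (65.6%) than at day 0 (69.5%), so the value cannot separate PPS length from merging. At day 0 and day 4, leaving out either replicate lowered the share of that day, and the excess at day 4 was -1.14 and -0.946 points without a replicate of day 4 but 5.34 and 6.34 points without a replicate of day 0. After PPSs of 20 to 40 nt were removed, 114907, 119487 and 122038 PPSs remained. Calls of both replicates were found in 30.8% of them at day 0, 30.8% at day 2 and 35.8% at day 4. Requiring both replicates moved the counts most, to 35371, 36787 and 43631 PPSs.

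The question of which sites are specific to a stage was addressed by joining the 3 lists. This gave 220639 union regions, of which 42928 were found at day 0 only, 110478 only after induction and 31754 at all 3 days. Regions at a single induced day numbered 43345 at day 2 and 46004 at day 4. Restricting the lists to PPSs with calls of both replicates moved the count of shared regions most, to 6529 regions at all 3 days.

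**Figure D1:**
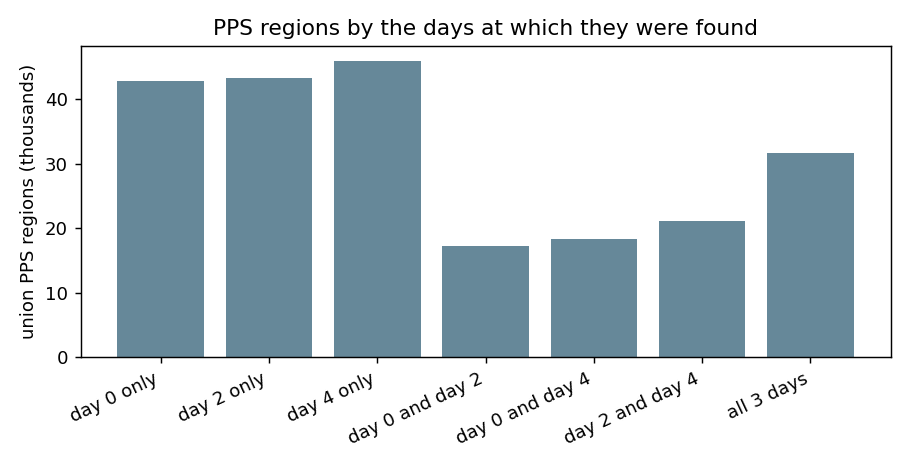
Number of union PPS regions, in units of 1000, by the combination of days at which they were found. Regions of a single day (42928, 43345 and 46004) outnumber the 31754 regions found at all 3 days.

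Of day 0 PPSs, 46.5% overlapped a day 4 PPS (Wilson 95% interval 46.2 to 46.8), and 43.7% of day 4 PPSs overlapped a day 0 PPS (43.4 to 44.0). The neighbouring time points gave similar shares, with 44.9% of day 0 PPSs found at day 2 and 47.7% of day 2 PPSs found at day 4. Identical coordinates were rare, at 0.238% of day 0 PPSs against day 4. To place these shares, overlap was also measured across replicates. PPSs with a call of one replicate overlapped those of the other replicate in 44.4% to 56.7% of cases within a day. Between days, over all pairs of replicates, they did so in 34.5% to 43.1% of cases. The 2 ranges nearly met, and merging within a day raises the former. Overlap between day 0 and day 4 was 34.0 times that of PPSs shuffled over genes, where the mean over 20 shuffles was 1.37%. When PPSs were shuffled within the exons or introns of the same gene, the ratio was 2.96.

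PPSs were then assigned to transcript classes. Introns were overlapped by 58.2% of PPSs at day 0, 61.3% at day 2 and 58.3% at day 4. The CDS shares were 35.3%, 31.4% and 33.1%, the 3′ UTR shares 19.2%, 16.4% and 20.3%, and the 5′ UTR shares 4.53%, 4.50% and 3.66%. From day 0 to day 4, the CDS share changed by -2.27 points (Newcombe 95% interval -2.66 to -1.89) and the 3′ UTR share by 1.12 points (0.795 to 1.44). Over the 4 pairs of replicates they ran from -2.75 to -1.54 points for the CDS and from 1.03 to 2.02 points for the 3′ UTR. The intron share changed by 0.133 points, with an interval that included 0 (-0.265 to 0.530), but ran from -0.651 to -0.0144 points over the pairs of replicates, so that its sign is uncertain. At day 2 the intron share was 3.18 points above day 0, with 0.472 to 5.45 points over the pairs of replicates. These pooled values hid opposite changes in the 2 nucleases. Among PPSs with ssRNase calls the CDS share rose by 3.87 points, and the intron share changed by -4.34 points. Among PPSs with dsRNase calls the intron share rose by 13.1 points, and the 3′ UTR share changed by -4.97 points.

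**Figure D2:**
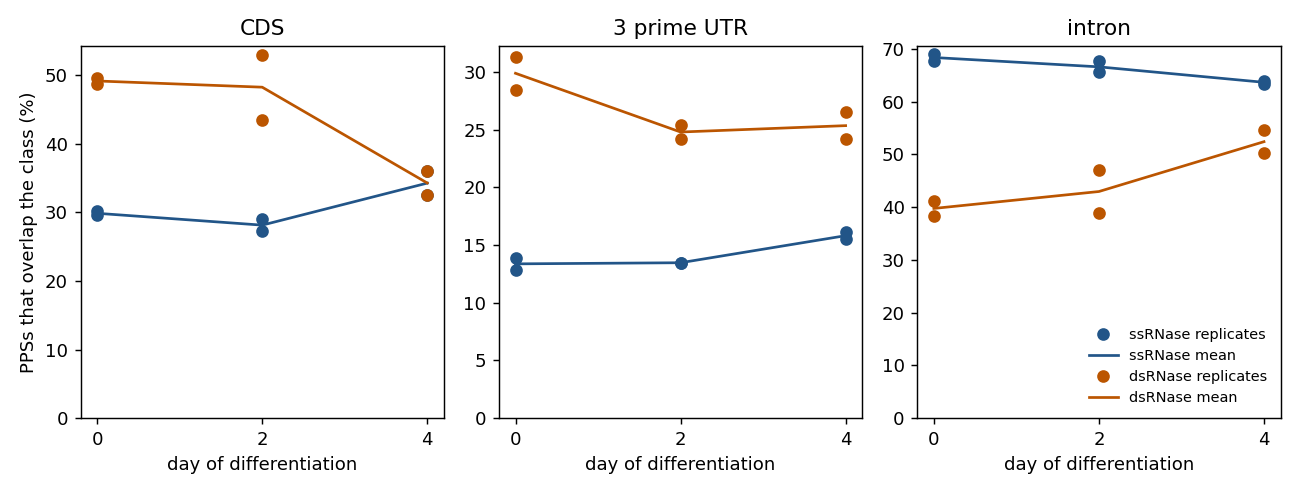
Share of PPSs (%) that overlap CDS, 3′ UTR or intron against the day of differentiation, for PPSs with a call of each RNase and replicate (points) and the mean of the 2 replicates (lines). From day 0 to day 4 the ssRNase and dsRNase values move in opposite directions in all 3 classes, by 4.40 and -14.9 points for the CDS.

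The base composition of PPSs changed little between days. Mean G content was 26.9% ± 6.61 at day 0, 28.5% ± 6.73 at day 2 and 27.1% ± 6.67 at day 4 (SD over PPSs). The rise at day 2 was 1.57 points, and it ran from 1.53 to 1.98 points over the pairs of replicates. Mean A content changed by -0.790 points at day 2, with -1.004 to -0.800 points over the pairs. From day 0 to day 4, A rose by 0.531 points, C changed by -0.328 points, G by 0.165 points and T by -0.368 points. The G rise at day 2 moved most, to 2.34 points, when calls of both replicates were required.

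PPS density near start and stop codons was compared over genes with an exonic PPS at any day. In the last 100 nt of 5′ UTRs, 13.8% of positions lay in a PPS at day 0 and 10.6% at day 4, a change of -3.13 points (95% bootstrap interval over genes -3.76 to -2.50, 6452 genes). Over the 4 pairs of replicates that change ran from -3.08 to -1.38 points. In the first 100 nt of CDSs the change was -1.99 points (-2.61 to -1.40, 9339 genes), but it ran from -2.30 to -0.152 points over the pairs of replicates, so that some pairs showed almost no change. Downstream of stop codons the density was lowest at day 2 and highest at day 4. In the first 100 nt of 3′ UTRs it was 11.9%, 9.01% and 13.0% at day 0, 2 and 4 (8742 genes). In the window from 400 to 500 nt after stop codons it was 7.65%, 6.40% and 9.56% (6376 genes), with a change from day 0 to day 4 of 1.91 points (1.35 to 2.48). That change ran from 1.29 to 2.53 points over the pairs of replicates. It was 0.247 points with ssRNase calls only, where the interval over genes included 0, and the fall at day 2 of -1.25 points became 0.283 points.

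**Figure D3:**
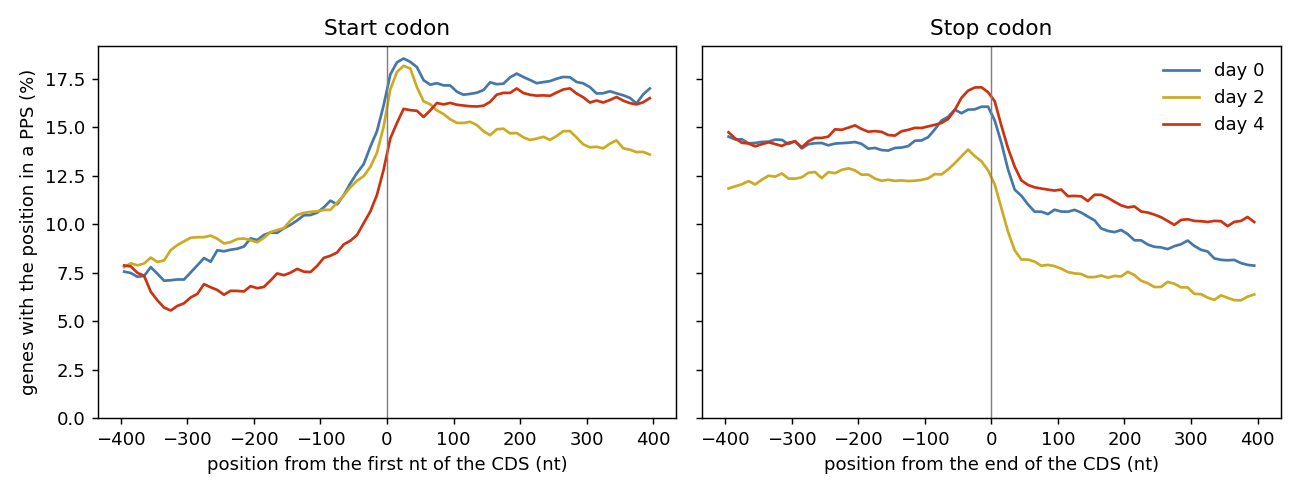
Percentage of genes with a position in a PPS against the distance from the start codon (left) and stop codon (right), in bins of 10 nt, for day 0, 2 and 4. Upstream of the start codon the day 4 line runs lowest over most of the window, and downstream of the stop codon it runs highest, with day 2 lowest.

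Among protein-coding genes, 9550 held an exonic PPS at some day. Of these, 7178 held one at all 3 days, 403 at day 0 only and 1135 only after induction. With calls of both replicates required, 3897 genes held PPSs at all 3 days. Mean exonic coverage over the 9550 genes was 9.07% at day 0, 7.81% at day 2 and 9.11% at day 4. The change at day 2, -1.26 points, ran from -1.05 to -0.799 points over the pairs of replicates, and was 0.357 points with ssRNase calls only. The change at day 4, 0.0468 points, ran from -0.171 to 0.836 points over the pairs, and so was smaller than their spread.

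Gene lists related to erythroid differentiation were compared with matched random lists. Exonic coverage of 4 globin genes rose by a median of 49.5 points from day 0 to day 4, at percentile 100 of the 10000 random lists, and 4 further annotated globin genes held no PPS. Coverage of 30 erythroid genes rose by a median of 15.1 points (percentile 100), with 28 rising and 2 falling. Coverage of 14 proliferation genes changed by a median of -6.24 points (percentile 0.64). That of 64 histone genes changed by a median of -13.2 points (percentile 0), with 53 falling and 10 rising. Near-identical histone and globin copies may share reads, as the authors kept reads with several genomic hits, while random lists drew each gene separately. The counts and percentiles of the histone and globin lists treat copies as separate genes and may be overstated. With the change from day 0 to day 2 the histone list stood at percentile 93.7, and with ssRNase calls only the proliferation and histone lists stood at percentiles 58.01 and 52.8. The pulldown targets Appl2 and Dido1 had a median change of 13.2 points (percentile 98.4), and Aff1 and Adar one of 0.760 points (percentile 35.9). Lists of this size rest on 2 genes each. RNA abundance was not analysed here, and the random lists were not matched on it. The study's mRNA-seq reported rising globin and Appl2 RNA, falling Myb, Myc, Cdk4 and Gapdh RNA, and falling RNA of nucleosome assembly genes. It also described a minor correlation of PPS coverage with RNA abundance. Coverage changes of these lists, and of the single genes below, therefore cannot be separated from changes in RNA abundance.

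**Figure D4:**
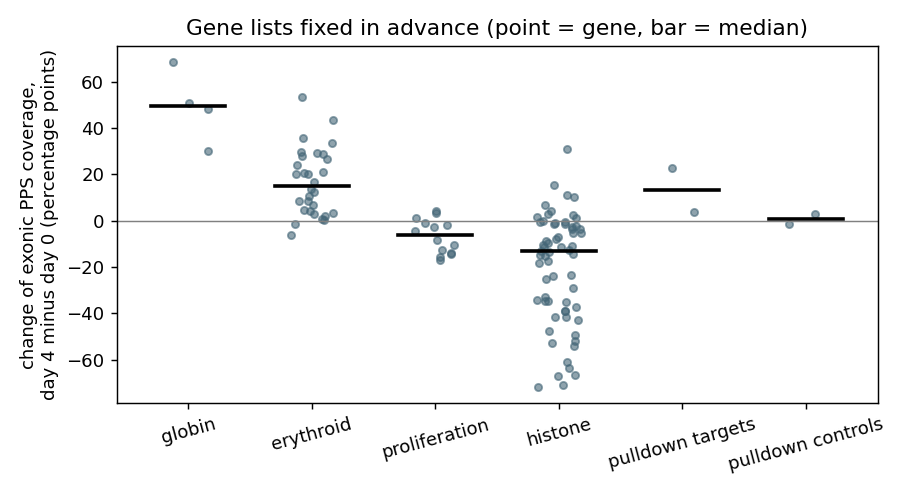
Change of exonic PPS coverage from day 0 to day 4, in percentage points, for each gene (point) of the lists fixed in advance that held a PPS, with list medians (bars). The globin and erythroid medians lie at 49.5 and 15.1 points, and the proliferation and histone medians at -6.24 and -13.2 points.

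In the annotation of mm10, Hbb-bs (ENSMUSG00000052305.6, chromosome 7, 103826534 to 103828096, minus strand) showed the largest rise among genes that met the naming criteria, from 10.4% of its exonic nucleotides at day 0 to 78.9% at day 4. Over the 4 pairs of a day 4 and a day 0 replicate (n = 2 each) its change ran from 32.3 to 75.0 points. Gadd45g (ENSMUSG00000021453.2, chromosome 13, 51846678 to 51848468, plus strand) rose from 4.09% to 69.5%, and Ufsp1 (ENSMUSG00000051502.6, chromosome 5, 137294629 to 137295665, plus strand) from 5.88% to 68.6%. Their changes ran from 51.5 to 68.3 and from 58.1 to 68.6 points over the pairs. The largest falls were in Hist2h2ac (ENSMUSG00000068855.3, chromosome 3, 96220361 to 96220880, minus strand), from 79.6% to 13.1%, Hist1h2bm (ENSMUSG00000114279.1, chromosome 13, 21722044 to 21722567, plus strand), from 70.8% to 9.92%, and Avil (ENSMUSG00000025432.11, chromosome 10, 127000709 to 127020994, plus strand), from 48.9% to 0%. Over the pairs of replicates these changes ran from -79.6 to -49.6 points, from -70.8 to -16.4 points and from -44.0 to -41.4 points. Globin and histone genes have near-identical copies, and the authors kept reads with several genomic hits, so coverage of single members is uncertain. Within the erythroid list, Slc25a37 rose from 20.6% to 73.9% and Tal1 from 22.8% to 58.4%, with changes of 50.5 to 57.02 and 20.9 to 44.3 points over the pairs. Within the globin list, Hba-a1 rose from 26.0% to 76.8% and Hbb-bt from 17.2% to 65.4%, the latter by 0.853 to 65.4 points over the pairs, so that 1 replicate decided it. Myb fell from 18.9% to 1.93%, Mcm5 from 21.9% to 6.21% and Mcm7 from 27.2% to 12.8%. Among histone genes, Hist1h2bl, Hist1h2bk and Hist1h2ag changed by -71.7, -70.8 and -67.0 points. Appl2 rose from 1.75% to 24.5% and Dido1 from 13.0% to 16.7%, while Aff1 changed by 2.96 points and Adar by -1.44 points. Over the pairs of replicates the change of Appl2 ran from 18.6 to 21.9 points, while those of Aff1, from -1.73 to 6.62 points, and Adar, from -4.99 to 3.61 points, took both signs. The change of Hist1h2bl ran from -71.7 to 0 points. The highest-scoring PPS of day 0 (score 449.21) lay on chromosome 13, 6607857 to 6610305, minus strand, in an intron of Pfkp, within a region found at all 3 days. That of day 2 (score 244.3) lay in the same gene, at 6606406 to 6607524. That of day 4 (score 292.73) lay on chromosome 19, 29810387 to 29811266, minus strand, in the CDS of Ranbp6. These PPSs were merged from 39, 20 and 22 calls at day 0, 2 and 4. Merged PPSs appeared to carry summed scores, so this ranking favours PPSs of many calls and need not mark the strongest sites.

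Finally, consensus words of RNA-binding proteins were counted in 3′ UTR PPSs and their flanks. The pyrimidine word YTCTYT was found in 5.81% of 9094 PPSs and 14.4% of 11958 flanks at day 0, and CCYYCC in 2.71% and 8.55%. The differences of -8.56 and -5.85 points had the same sign at day 2 and day 4. TTTTTT (-4.48 points), AAAAAA (-2.10), TATTTAT (-0.696) and ATAAA (-1.14) were less frequent in PPSs at day 0, and kept that sign on the other days. GTGTG was more frequent in PPSs by 2.46, 3.21 and 1.502 points at day 0, 2 and 4. TGTANATA was more frequent by 1.04, 0.527 and 0.296 points. GGTG differed by 1.01, 2.72 and -0.205 points, with intervals that excluded 0 only at day 2. For some words the direction depended on the control. With dinucleotide-shuffled PPSs in place of flanks, ATAAA was more frequent in PPSs by 1.54, 1.68 and 1.61 points at day 0, 2 and 4, and TATTTAT by 0.385, 0.241 and 0.401 points. GGTG then differed by -5.33, -7.83 and -6.95 points. CCYYCC differed by -0.0990, 0.203 and -0.0273 points and GTGTG by -0.0550, 0.114 and 0.309 points, with intervals that included 0 on all 3 days. YTCTYT (-0.737, -0.928 and -1.16 points), AAAAAA (-1.74, -0.661 and -1.38), TTTTTT (-0.781, -0.356 and -0.683) and TGTANATA (1.67, 1.05 and 0.892) kept their signs, although the interval of TTTTTT included 0 at day 2.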

Values the study reported

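The study reported 245,466 PPSs in total after filtering, of which 49,663 were found in undifferentiated cells only, 121,705 only in differentiated cells and 36,510 at every time point. About 17% of PPSs were given as 20–40 nt long. On average 41% of PPSs were detected in both replicates. Introns were given 47–55% of PPSs, the CDS 21–27%, and the UTRs 8–12% in total.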

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

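The tests in this part that use a score of 10 or more, or the top 25% of scores, were chosen after the results were seen. The 2 nucleases changed in opposite directions between day 0 and day 4 in 5 measures, in all 4 pairs of a day 4 and a day 0 replicate. These 5 were picked from a wider set of measures because all pairs went in opposite directions. Agreement over the pairs was thus the rule of selection and is not evidence in itself. The CDS, 3′ UTR and intron shares were taken over the same PPSs, so they are not separate observations. None of the differences between the nucleases was tested as an interaction, so no error over replicates is attached to them. Each arm had 2 replicates.

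The number of calls changed by a mean of -6265.5 with ssRNase and rose by a mean of 22476 with dsRNase, a difference of 28741.5 calls. If calls near the threshold were the cause, the opposite change would vanish among strong calls. Among single-call PPSs with a score of 10 or more, dsRNase PPSs of both replicates pooled were 1.48 times as many at day 4 as at day 0, and ssRNase PPSs 0.402 times. Over the pairs of replicates the dsRNase ratio ran from 1.07 to 1.956, with a counting interval that included 1 for the lowest pair, and the ssRNase ratio from 0.268 to 0.649. The lowest ssRNase ratios rest on replicate 2 of day 0, which has the strand asymmetry described with the other observations. The weakest dsRNase pair leaves calls near the threshold open, and these counts at a fixed score assume that scores were scaled alike on both days, which is unknown. Library depth and enzyme digestion, which the lists do not record, and a change in the RNA–protein complexes of differentiating cells were not tested and remain open.

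The share of PPSs in the CDS changed by 4.40 points with ssRNase and by -14.9 points with dsRNase, a difference of -19.3 points. The intron share changed by -4.71 and 12.7 points, a difference of 17.4 points. The share in 3′ UTRs changed by 2.44 and -4.53 points, a difference of -6.98 points. Merged PPSs carry summed scores, so strong calls were taken as single-call PPSs with a score of 10 or more. Among these, the CDS share changed by a mean of 13.6 points with ssRNase and -17.0 points with dsRNase, and the intron share by -10.4 and 14.3 points. Over the pairs of replicates the CDS changes ran from 6.03 to 21.2 and from -24.5 to -9.41 points. The intron changes ran from -12.5 to -8.33 and from 10.1 to 18.5 points. In both classes and nucleases the changes were smaller with replicate 2 of day 4 than with replicate 1. The means rest on sets of 690 to 3080 PPSs. Over all PPSs with a score of 10 or more, merged ones included, the changes were smaller, at 2.31 and -12.7 points for the CDS and -3.60 and 7.95 points for introns. In both selections all 4 pairs of replicates went in those directions, each with a counting interval that excluded 0, which argues against calls near the threshold as the cause in these 2 classes. A fixed score assumes a common scale. Single-call PPSs were therefore also compared at or above a limit for the top 25% of scores, set per call set and strand. The share kept was not 25% throughout. In ssRNase replicate 1 of day 4, 5212 PPSs were kept on the plus strand and 2192 on the minus strand. Of its single-call PPSs of all lengths, 54.9% lay on the plus strand. The ssRNase limits ran from 7.92 to 9.55 at day 0 and from 6.82 to 8.35 at day 4. Lower-scoring ssRNase calls thus entered at day 4, so the assumption of a common scale was not removed. In these sets the CDS share changed by 7.15 and -21.7 points and the intron share by -6.58 and 21.4 points. All 4 pairs went in those directions with intervals that excluded 0. Among single-call PPSs with a score of 10 or more, the 3′ UTR share changed by 4.42 and -5.57 points in the same directions in all pairs, but the interval of 1 ssRNase pair included 0 (-0.0200 to 5.79). With merged PPSs included, it changed by 2.31 and -1.64 points, and 1 dsRNase pair rose, by 0.363 points. In the uneven sets for the top 25% of scores, which lie closer to the threshold, it changed by 2.36 and -8.74 points. The intervals excluded 0 in all pairs. The tests differ, so calls near the threshold stay open for that class. A difference in digestion or depth between days, and biological change with differentiation, stay open for the CDS and intron shares, as neither was tested.

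Mean T content of PPSs changed by -1.01 points with ssRNase and 0.486 points with dsRNase, a difference of 1.497 points. No separate test was run for it. No biological explanation was tested for it either.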

How the results depend on the processing

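The alternatives that required both replicates, kept calls of a single RNase or left out a replicate were chosen after seeing the data. No paired analysis was possible because, for changes between days, the labels do not link replicates that carry the same number on different days. Within a day this reason does not hold. The study split each sample into its libraries, so the ssRNase and dsRNase call sets of a replicate share a sample. Differences between the nucleases could be paired within a replicate of a day, but this was not done. No result came from a test over replicates. The globin and erythroid lists stayed above percentile 97 under all alternatives run, with matched, unmatched and rescaled lists. The excess of 20 to 40 nt PPSs at day 2 kept its sign under all alternatives run. Keeping only the standard chromosomes and merging touching PPSs moved nothing, since the lists held no others, and these 2 alternatives say nothing about stability. Mean coverage divided by its mean over genes has a change of 0 by construction and is not given. The number of PPSs falls by construction where an alternative keeps fewer of them, while counts of regions or genes found on some days only moved either way. For the other changes below, the cause was not tested.

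With calls of both replicates required, the number of PPSs was 35371 for day 0, 36787 for day 2 and 43631 for day 4. The count of union regions was 16983 for day 0 only, 46960 for after induction only and 6529 for all 3 days. With calls of both replicates required, the overlap share (%) was 37.6 for day 0 in day 4 and 30.7 for day 4 in day 0. The ratio to shuffled PPSs was 63.8 for day 0 with day 2, 57.6 for day 0 with day 4 and 67.0 for day 2 with day 4. Among PPSs called in both replicates, the change of class share (points) was 0.384 for 5′ UTR, day 0 to day 2 and -1.60 for intron, day 0 to day 4. The change of mean base content (points) was -1.27 for A, day 0 to day 2 and 2.34 for G, day 0 to day 2. Among PPSs called in both replicates, the change of PPS density (points) was 0.178 for last 100 nt of 5′ UTRs, day 0 to day 2, 0.00675 for first 100 nt of CDSs, day 0 to day 2, -0.438 for first 100 nt of CDSs, day 0 to day 4 and 1.88 for last 100 nt of CDSs, day 0 to day 4. The count of genes was 2065 for after induction only and 3897 for all 3 days. Among PPSs called in both replicates, the mean coverage change (points) was -0.590 for day 0 to day 2. The list percentile was 99.7 for globin and 6.74 for proliferation. Among PPSs called in both replicates, the word difference (points) was -0.112 for GGTG at day 0, -1.10 for ATAAA at day 0, 2.16 for GGTG at day 2, 0.377 for TGTANATA at day 4 and 1.23 for GTGTG at day 4.

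With ssRNase calls only, the number of PPSs was 73127 for day 4. The change of the 20 to 40 nt share (points) was 0.0653 for day 0 to day 4. With ssRNase calls only, the count of union regions was 20875 for all 3 days. The overlap share (%) was 37.9 for day 0 in day 4. With ssRNase calls only, the ratio to shuffled PPSs was 39.993 for day 0 with day 2, 42.7 for day 0 with day 4 and 46.2 for day 2 with day 4. The change of class share (points) was 3.87 for CDS, day 0 to day 4, -0.107 for 3′ UTR, day 0 to day 2, -1.08 for intron, day 0 to day 2 and -4.34 for intron, day 0 to day 4. With ssRNase calls only, the change of mean base content (points) was 0.138 for A, day 0 to day 4, 1.07 for G, day 0 to day 4 and -0.946 for T, day 0 to day 4. The change of PPS density (points) was 0.310 for last 100 nt of 5′ UTRs, day 0 to day 2, 1.24 for first 100 nt of CDSs, day 0 to day 2, 1.13 for last 100 nt of CDSs, day 0 to day 2, 0.625 for last 100 nt of CDSs, day 0 to day 4, 0.501 for first 100 nt of 3′ UTRs, day 0 to day 2, 0.414 for first 100 nt of 3′ UTRs, day 0 to day 4, 0.283 for 400 to 500 nt after stop codons, day 0 to day 2 and 0.247 for 400 to 500 nt after stop codons, day 0 to day 4. With ssRNase calls only, the mean coverage change (points) was 0.357 for day 0 to day 2. The list percentile was 97.9 for globin, 58.01 for proliferation and 52.8 for histone. With ssRNase calls only, the word difference (points) was 1.77 for GGTG at day 0, 0.279 for TGTANATA at day 4 and 3.36 for GGTG at day 4.

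With dsRNase calls only, the number of PPSs was 51107 for day 0, 40398 for day 2 and 78496 for day 4. The count of union regions was 25206 for day 0 only and 7881 for all 3 days. With dsRNase calls only, the overlap share (%) was 39.8 for day 0 in day 4 and 26.1 for day 4 in day 0. The ratio to shuffled PPSs was 55.1 for day 0 with day 2, 42.8 for day 0 with day 4 and 47.8 for day 2 with day 4. With dsRNase calls only, the change of class share (points) was 0.413 for 5′ UTR, day 0 to day 2, -4.97 for 3′ UTR, day 0 to day 4 and 13.1 for intron, day 0 to day 4. The change of mean base content (points) was -0.560 for A, day 0 to day 2, -0.750 for C, day 0 to day 4, 1.9633 for G, day 0 to day 2 and 0.505 for T, day 0 to day 4. With dsRNase calls only, the change of PPS density (points) was 0.871 for last 100 nt of CDSs, day 0 to day 4. The mean coverage change (points) was -1.82 for day 0 to day 2. With dsRNase calls only, the list percentile was 2.37 for proliferation and 87.7 for pulldown targets. The word difference (points) was 0.0214 for ATAAA at day 0, 0.308 for TGTANATA at day 2, 0.598 for GGTG at day 2, -0.0244 for ATAAA at day 2, 1.25 for GTGTG at day 2, -1.33 for GGTG at day 4, -0.372 for ATAAA at day 4 and 0.472 for GTGTG at day 4.

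With an equal number of top-scoring PPSs per list, the change of the 20 to 40 nt share (points) was -1.34 for day 0 to day 4. The count of union regions was 24829 for day 0 only, 57032 for after induction only and 12932 for all 3 days. With an equal number of top-scoring PPSs per list, the overlap share (%) was 40.6 for day 0 in day 4 and 40.4 for day 4 in day 0. The ratio to shuffled PPSs was 52.8 for day 0 with day 2, 50.9 for day 0 with day 4 and 57.5 for day 2 with day 4. With an equal number of top-scoring PPSs per list, the change of class share (points) was 0.219 for 5′ UTR, day 0 to day 2 and -0.898 for intron, day 0 to day 4. The change of mean base content (points) was -1.09 for A, day 0 to day 2 and 2.01 for G, day 0 to day 2. With an equal number of top-scoring PPSs per list, the change of PPS density (points) was -0.434 for last 100 nt of 5′ UTRs, day 0 to day 2. The mean coverage change (points) was -0.966 for day 0 to day 2. With an equal number of top-scoring PPSs per list, the list percentile was 3.71 for proliferation. The word difference (points) was -0.437 for GGTG at day 0, -1.43 for ATAAA at day 0, 1.90 for GGTG at day 2 and 0.282 for TGTANATA at day 4.

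With scores at or above the list median, the count of union regions was 24351 for day 0 only, 63766 for after induction only and 14210 for all 3 days. The overlap share (%) was 43.7 for day 0 in day 4 and 38.7 for day 4 in day 0. With scores at or above the list median, the change of class share (points) was 0.171 for 5′ UTR, day 0 to day 2 and -0.890 for intron, day 0 to day 4. The change of PPS density (points) was -0.366 for last 100 nt of 5′ UTRs, day 0 to day 2 and 1.55 for last 100 nt of CDSs, day 0 to day 4.

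With all lengths kept, the overlap share (%) was 50.6 for day 0 in day 4 and 46.0 for day 4 in day 0. The change of class share (points) was -0.308 for 5′ UTR, day 0 to day 2, 0.237 for 3′ UTR, day 0 to day 4 and 1.80 for intron, day 0 to day 4. With all lengths kept, the change of PPS density (points) was -0.111 for last 100 nt of 5′ UTRs, day 0 to day 2, 0.142 for first 100 nt of CDSs, day 0 to day 2 and -0.499 for 400 to 500 nt after stop codons, day 0 to day 2. The mean coverage change (points) was -0.610 for day 0 to day 2. With all lengths kept, the word difference (points) was 0.000236 for GGTG at day 4.

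With only PPSs over 40 nt, the overlap share (%) was 46.2 for day 0 in day 4.

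With a reciprocal overlap of 50%, the overlap share (%) was 33.2 for day 0 in day 4 and 31.2 for day 4 in day 0. The ratio to shuffled PPSs was 74.2 for day 0 with day 2, 74.0 for day 0 with day 4 and 76.4 for day 2 with day 4.

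With identical coordinates required, the overlap share (%) was 0.238 for day 0 in day 4 and 0.224 for day 4 in day 0.

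With only the other list reduced to top-scoring PPSs, the overlap share (%) was 29.8 for day 0 in day 4 and 28.6 for day 4 in day 0.

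With shuffling inside the exons or introns of the same gene, the ratio to shuffled PPSs was 3.0022 for day 0 with day 2, 2.96 for day 0 with day 4 and 3.16 for day 2 with day 4.

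With 1 class per PPS midpoint, the change of class share (points) was 0.112 for 5′ UTR, day 0 to day 2.

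With shares of nucleotides, the change of class share (points) was 0.179 for 5′ UTR, day 0 to day 2 and -1.55 for intron, day 0 to day 4.

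With 1 transcript per gene, the change of class share (points) was 0.0278 for 5′ UTR, day 0 to day 2.

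With exonic PPSs only, the change of mean base content (points) was -1.01 for A, day 0 to day 2, 0.268 for A, day 0 to day 4 and 1.91 for G, day 0 to day 2.

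With genes holding PPSs at all 3 days, the change of PPS density (points) was 1.39 for last 100 nt of CDSs, day 0 to day 4.

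With density divided by the transcript mean, the change of this ratio was 0.154 for last 100 nt of 5′ UTRs, day 0 to day 2, 0.174 for first 100 nt of CDSs, day 0 to day 2, -0.0121 for last 100 nt of CDSs, day 0 to day 2 and -0.00480 for 400 to 500 nt after stop codons, day 0 to day 2.

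With coverage of whole genes, the mean coverage change (points) was -0.286 for day 0 to day 2.

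With unmatched random lists, the list percentile was 0.0400 for proliferation.

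With the change from day 0 to day 2, the list percentile was 17.3 for proliferation, 93.7 for histone and 86.2 for pulldown targets.

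With dinucleotide-shuffled PPSs as control, the word difference (points) was 0.385 for TATTTAT at day 0, -5.33 for GGTG at day 0, 1.54 for ATAAA at day 0, -0.0550 for GTGTG at day 0, -0.0990 for CCYYCC at day 0, -0.356 for TTTTTT at day 2, 0.241 for TATTTAT at day 2, -7.83 for GGTG at day 2, 1.68 for ATAAA at day 2, 0.114 for GTGTG at day 2, 0.203 for CCYYCC at day 2, 0.401 for TATTTAT at day 4, -6.95 for GGTG at day 4, 1.61 for ATAAA at day 4, 0.309 for GTGTG at day 4 and -0.0273 for CCYYCC at day 4.

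Across the 6 fits that each left out 1 replicate of 1 day, values ran as follows. The number of PPSs ran from 74761 to 114907 for day 0, 73331 to 119487 for day 2 and 76884 to 122038 for day 4. The change of the 20 to 40 nt share (points) ran from -1.14 to 6.34 for day 0 to day 4 and 3.23 to 15.9 for day 0 to day 2. The count of union regions ran from 25046 to 49981 for day 0 only. The overlap share (%) ran from 33.6 to 50.8 for day 0 in day 4 and 31.4 to 48.6 for day 4 in day 0. The ratio to shuffled PPSs ran from 34.4 to 38.9 for day 0 with day 2, 34.0 to 37.7 for day 0 with day 4 and 36.3 to 39.8 for day 2 with day 4. The change of class share (points) ran from -3.64 to -1.35 for CDS, day 0 to day 4, -1.24 to -0.675 for 5′ UTR, day 0 to day 4, -0.397 to 0.532 for 5′ UTR, day 0 to day 2, 0.919 to 1.82 for 3′ UTR, day 0 to day 4 and -0.490 to 0.171 for intron, day 0 to day 4. The change of mean base content (points) ran from -0.906 to -0.744 for A, day 0 to day 2. The change of PPS density (points) ran from -4.14 to 3.22 for last 100 nt of 5′ UTRs, day 0 to day 2, -6.45 to 0.813 for last 100 nt of 5′ UTRs, day 0 to day 4, -5.88 to 4.18 for first 100 nt of CDSs, day 0 to day 2, -7.00 to 3.15 for first 100 nt of CDSs, day 0 to day 4, -6.67 to 2.09 for last 100 nt of CDSs, day 0 to day 2, -4.42 to 5.20 for last 100 nt of CDSs, day 0 to day 4, -6.10 to 0.775 for first 100 nt of 3′ UTRs, day 0 to day 2, -2.72 to 4.85 for first 100 nt of 3′ UTRs, day 0 to day 4, -3.42 to 1.29 for 400 to 500 nt after stop codons, day 0 to day 2 and -0.840 to 4.49 for 400 to 500 nt after stop codons, day 0 to day 4. The count of genes ran from 973 to 1796 for after induction only and 262 to 558 for day 0 only. The mean coverage change (points) ran from -3.60 to 1.41 for day 0 to day 2 and -2.73 to 2.71 for day 0 to day 4. The list percentile ran from 0.05 to 1.00 for proliferation and 99.8 to 100 for globin. The word difference (points) ran from -2.59 to -2.09 for AAAAAA at day 0, -4.71 to -4.48 for TTTTTT at day 0, -0.802 to -0.696 for TATTTAT at day 0, 1.04 to 1.37 for TGTANATA at day 0, 0.599 to 1.06 for GGTG at day 0, -5.93 to -5.85 for CCYYCC at day 0, 2.37 to 2.50 for GTGTG at day 0, -1.66 to -1.58 for AAAAAA at day 2, -4.72 to -4.04 for TTTTTT at day 2, -0.716 to -0.662 for TATTTAT at day 2, 0.516 to 0.748 for TGTANATA at day 2, -9.19 to -8.44 for YTCTYT at day 2, -6.16 to -6.04 for CCYYCC at day 2, -5.83 to -5.27 for TTTTTT at day 4, -0.948 to -0.829 for TATTTAT at day 4, 0.270 to 0.372 for TGTANATA at day 4, -1.49 to -1.04 for ATAAA at day 4, -9.65 to -9.03 for YTCTYT at day 4, -2.23 to -1.85 for AAAAAA at day 4 and -7.55 to -6.45 for CCYYCC at day 4.

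Other values changed as well. Coverage values (changes of single genes and means per day) moved in 97 of 165 alternatives, densities per day in 119 of 135, class shares per day in 99 of 108 and base contents per day in 45 of 72.

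Leaving out a replicate of a day removes its calls, so density and mean coverage fall on that day by construction. The share of 20 to 40 nt PPSs fell as well when a replicate of day 0 or day 4 was left out. For density and mean coverage the ranges of those changes include both signs. The CDS share, in contrast, rose when a replicate of day 0 or day 4 was left out. The change from day 0 to day 4 kept its sign for the CDS and the 3′ UTR but not its size. For the CDS it was -3.64 and -2.47 points without replicate 1 or 2 of day 0, and -1.38 and -1.35 points without replicate 1 or 2 of day 4. For the 3′ UTR it was 1.82 points without replicate 1 of day 4. Read depth is not recorded in the lists, so its part in the number of calls per day, in coverage and in the density near codons could not be measured.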

Other observations

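The tests of score steps, of the RNase mix behind the pooled rise and of the 2 call sets of day 2 were chosen only after the result was seen. The other tests were written down before the values they measure were known.

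The pooled 3′ UTR share rose by 1.12 points from day 0 to day 4. A change in the mix of ssRNase and dsRNase calls was weighed as its source. The share rose by 2.26 points within ssRNase calls and changed by -4.97 points within dsRNase calls, so the rise kept its sign in one nuclease and not in the other, and these values alone do not decide. With the mix of day 0 kept, the share would have changed by -0.942 points. The pooled rise may therefore reflect how many calls each nuclease gave. The changes within each nuclease are not explained by this, and what changed the mix was not tested.

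PPSs of 20 to 40 nt were in excess at day 2. The excess was 14.8 points within ssRNase calls and 7.57 points within dsRNase calls, so the RNase mix does not account for it. It was 14.3 points among single-call PPSs, so less merging does not either. In 2 call sets of day 2 (ssRNase replicate 1 and dsRNase replicate 2) no single-call PPS stood at the lowest score of 5.4, where 36.5% to 47.6% of the single-call PPSs of each strand of the other 2 call sets stood, and their shares of 20 to 40 nt single-call PPSs, 49.2% and 51.9%, were the highest of the 12 call sets. Without PPSs that held a call of those sets, the excess was 11.3 points, and among single-call PPSs 6.59 points. The second value compares like with like, since leaving out sets also leaves out merged and longer PPSs. The uneven call sets may account for part of the excess but not for all of it. Batch and differentiation cannot be separated for the rest, since the labels name no batch.

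A strand asymmetry appeared at day 0, where 56.0% of PPSs lay on the plus strand, against 50.8% and 50.02% at day 2 and day 4. It came from a single call set. In ssRNase replicate 2 of day 0 the plus share was 66.9%, and in the other 3 call sets of that day it was at most 51.8%. No single-call PPS of that call set on the minus strand stood at the lowest score, against 43.8% on the plus strand. At a score of 10 or more, 71.4% of its single-call PPSs lay on the plus strand, where the highest of the other 11 call sets had 56.9%. Strands on different score scales would give an excess at any fixed score, so a difference in score steps stays open. A smaller asymmetry of the opposite sign was seen in ssRNase replicate 2 of day 4, at 43.3%. A technical difference between strands in these libraries is a candidate source, and its step was not identified.

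Most union regions were found on a single day. In these, 17.7% of PPSs had calls of both replicates, against 49.998% in regions of all 3 days, a difference of -32.3 points. This is the direction that calls near the threshold would give. Overlap across replicates was higher within a day (44.4% to 56.7%, mean 49.1%) than between days (34.5% to 43.1%, mean 37.4%), but the ranges nearly met. Merging within a day raises the within-day value and the support of long regions, so unrepeated calls and sites specific to a day cannot be told apart here.

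PPSs of 20 to 40 nt had a higher CDS share than PPSs over 40 nt at every day, by 14.4, 4.89 and 4.37 points, as ribosome footprints would give. They also had a higher 3′ UTR share, by 7.95, 5.36 and 2.33 points, which ribosome footprints would not predict. Both comparisons pooled the 2 nucleases. At day 0 the mean share of 20 to 40 nt PPSs was 18.2% in dsRNase call sets and 9.73% in ssRNase call sets. Among the PPSs kept, the mean CDS shares were 49.2% and 29.9%, and the 3′ UTR shares 29.9% and 13.4%. At day 4 the mean CDS share was 34.3% in both. No difference was taken within a nuclease, so the RNase mix stays open as a source.

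Intronic PPSs lay less often on soft-masked repeats than sites shuffled within introns of the same genes. The masked share was 7.36%, 6.79% and 6.72% of nucleotides at day 0, 2 and 4, against 26.6%, 26.7% and 26.5% in 5 shuffles. The difference, -19.3 points where it was smallest, argues against reads on interspersed repeats as the source of the intronic PPSs. No biological explanation was tested.

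The share of 20 to 40 nt PPSs here was 17.1% at day 0, which is close to the value quoted from the study above, and 29.5% at day 2 and 19.98% at day 4, which are higher. Over the 3 lists together it was 22.6%. The 3′ UTR share here was 19.2%, 16.4% and 20.3% at day 0, 2 and 4. Each is higher than the value quoted from the study above for both UTRs. The intron shares (58.2%, 61.3% and 58.3%) and CDS shares (35.3%, 31.4% and 33.1%) also lay above the ranges quoted. Calls of both replicates were found in 30.8%, 30.8% and 35.8% of the PPSs kept, below the average quoted. Class shares here were taken over PPSs, each counted in every class it touched, and the base of the quoted shares is not stated. The study showed its average as overlap between PPSs of its replicates, whereas the share here is over merged PPSs. Overlap across replicates within a day was 44.4% to 56.7% here, which merging raises. The measures may thus be unlike, and the source of these differences was not tested.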
